A study of Saccharomyces cerevisiae with 24 samples.

How the data were processed

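Ribosome footprints were measured in 24 libraries of budding yeast (Saccharomyces cerevisiae), in 12 groups of 2 replicates. Hel2 is a ubiquitin ligase that recognises collided ribosomes. Per the labels, every strain carried Hel2 with an FTP tag, lysates were separated into a cytosolic and a membrane fraction, and the membrane fraction was solubilised with 1% Triton X-100. Each fraction gave an input library of all footprints and a library of footprints recovered with Hel2 by immunoprecipitation (IP). The first strain, called HEL2-FTP here, gave 8 libraries. The other 16 libraries came from strains in which SRP72, a protein subunit of the signal recognition particle (SRP), was deleted from the chromosome and supplied from a plasmid under its own promoter (label SRP72p) or under the GIT1 promoter (label GIT1p). Groups and replicate numbers were taken from the sample titles.

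Per the labels' protocols, footprints were made with RNase I, RNA was extracted with TRIzol, and libraries followed a published ribosome profiling method. The labels name no aligner, counting program, annotation or genome build, so no coordinates are given. For the HEL2-FTP strain, the authors deposited RPM (reads scaled to 1e6 per library) at each codon of 6663 transcripts, with fractional reads per codon and sums of 999421 to 999937 per library. The authors also deposited a ratio for each codon, which equals its RPM divided by a single value per transcript; it was read as a check and entered no test. For the SRP72p and GIT1p strains, the authors deposited whole-number counts for 6696 genes. The RPKM values deposited beside these counts imply library totals of 6127615 to 15966421, of which the counts make up 25.6% to 82.0%, and they were used only for an alternative scaling. Symbols came from a RefSeq gene table of assembly R64, which matched 6008 of the 6696 genes and 5988 of the 6663 transcripts; other genes keep their identifiers.

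Counts summed to between 2015928 and 13093023 per library. The smallest level that 3 counts can show ranged from 0.229 to 1.49 CPM (counts scaled to 1e6 per library). In the HEL2-FTP files the worth of 1 read was estimated as the smallest value times 35 or 36, the multiple at which the largest share of low gene sums was whole, on the assumption that a read is spread over the positions it covers. That put the depth between 22.1 (membrane input replicate 2) and 38.9 (cytosolic IP replicate 1) in units of 1e6 reads. Only 57.8% to 64.8% of low gene sums came out as whole reads on that scale, so no count test between groups was run on those files. RPM divided by that worth served only as an approximate number of reads, for filters, for the position windows and for comparing replicates. Levels and folds given in CPM are scaled by library total alone, while log2 changes from edgeR use TMM scaling. Intervals and floors given with the counts cover counting error only, since the reads carry no molecular identifiers.

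The grouping, the tests, the rule for naming genes and most alternatives were fixed before the data were examined. The design assumed gene counts for every strain. Because the HEL2-FTP files hold RPM, their genes were tested with limma 3.58.1 on log2(RPM + 0.5) summed over the coding sequence, with an intensity trend in the variance, for 5532 genes with a mean of at least 1 RPM. That filter and pseudocount were set once the unit was known and before any test was run; fold changes on this scale understate the change of low genes. Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling and the default expression filter, which kept 5714 genes. Each fit held all groups of its files (8 or 16 libraries) without a replicate term, so that groups of 2 shared an estimate of the spread. A call is a Benjamini-Hochberg adjusted p-value below 0.05. Differences between IP/input ratios were tested as interaction contrasts.

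A set of membrane-enriched genes was taken from membrane against cytosolic input (adjusted p below 0.05 and a log2 change of at least 1). The set from the SRP72p inputs was tested in the HEL2-FTP libraries and the set from the HEL2-FTP inputs in the other strains, so that no library defined the set tested in it. A set shift is the median log2 change of the set minus the median of all other genes, tested with limma's camera with its inter-gene correlation estimated. There were 12 such tests in the family, and adjusted values cover all 12. The shift between fractions in the HEL2-FTP strain was added after the files were seen. For position, log2 of the footprints at codons 6 to 60 over those from codon 61 to 5 codons before the end was computed per gene after adding 0.5 to each, for 4992 genes with a mean of at least 20 footprints in each window, and tested with limma.

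The naming rule took SRP72, HEL2, GIT1 and the other SRP protein genes SRP14, SRP21, SEC65, SRP54 and SRP68 whatever their values. It added, per comparison, up to 3 genes with the largest rise and 3 with the largest fall among calls with a mean of at least 16 CPM or RPM that moved the same way in both same-numbered pairs; the text gives some of these. LEU2, HIS3, TRP1, URA3, ADE2 and COX1 were chosen after their values were seen. Replicate numbers come from the sample titles. Whether they pair libraries was checked by the correlation, across genes, of the difference between replicates 1 and 2 in the groups compared; genes are not independent replicates.

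Each method was tested on simulated data with independent genes, a common spread for all genes and few changed genes. In the gene tests the changed genes had a mean of at least 16 CPM or RPM. The simulations therefore do not cover the scaling problems or the unlike replicates of the real libraries. With 200 genes changed by 1 on the log2 scale, edgeR recovered 180 with 10 false calls among 5636 genes, DESeq2 recovered 181 with 13 false calls among 5636 genes, and limma recovered 200 with 20 false calls among 5532 genes. A simulated set shift of 0.5 was estimated as 0.50 among 5628 genes. Alternatives were other scalings, filters and pseudocounts, DESeq2 1.42.0 (whose dispersion trend fell back to a local fit), fits of the compared groups alone, a replicate block, other sets and windows, and leaving out each library in turn. Scaling by the RPKM totals, centring on library medians and crossed replicate pairs were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Sequence features such as hydropathy were not analysed here.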

Results

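Footprints were compared between membrane and cytosolic fractions, between Hel2 IP and input, and between strains labelled SRP72p and GIT1p, with 2 replicates in each of 12 groups. The depth of the 16 count libraries ran from 2015928 counts (SRP72p membrane IP replicate 2) to 13093023 counts (GIT1p cytosolic input replicate 2). The inputs labelled GIT1p held 5608488 to 13093023 counts and those labelled SRP72p held 3327159 to 5587209, so strain and depth were not balanced among inputs. In each of the 8 groups with counts, the replicates differed by more than sampling noise, with a chi-square per degree of freedom over genes from 2.17 (SRP72p membrane IP) to 80.7 (SRP72p membrane input). The same measure on the RPM of the HEL2-FTP replicates, divided by the estimated worth of 1 read, was 6.65 to 16.7, and is only approximate because those values are not whole reads. Libraries of different groups were not compared in this way.

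The gene whose promoter was exchanged was examined first, because it checks the labels. SRP72 (YPL210C) gave 142 ± 0.52 CPM (SD, n = 2) in the cytosolic inputs labelled SRP72p and 375 ± 10.1 CPM (SD, n = 2) in those labelled GIT1p. In the membrane inputs it gave 132 ± 17.9 CPM (SD, n = 2) and 332 ± 8.07 CPM (SD, n = 2). The level in the HEL2-FTP strain, with the chromosomal gene, was 131 ± 3.57 RPM (SD, n = 2) in the cytosolic input, 114 ± 1.74 RPM (SD, n = 2) in the membrane input, 99.1 ± 6.64 RPM (SD, n = 2) in the cytosolic IP and 65.5 ± 2.83 RPM (SD, n = 2) in the membrane IP. In CPM, which is scaled by library total alone, SRP72 was thus 2.63-fold higher in cytosolic and 2.50-fold higher in membrane inputs of libraries labelled GIT1p. After TMM scaling the log2 differences were smaller, 1.21 (SE 0.11, edgeR adjusted p 4.28e-06) and 1.26 (SE 0.11, edgeR adjusted p 3.22e-06), and both exceeded the spread between replicates. With a replicate block they were 1.20 and 1.26, where same-numbered differences correlated across genes with r = 0.102 in the cytosolic and r = -0.554 in the membrane inputs. Exchanging the numbers of the GIT1p membrane inputs changed the paired differences from 1.09 and 1.45 to 1.14 and 1.40, and the block estimate to 1.26. In the IP libraries labelled SRP72p the level was 119 ± 11.0 CPM (SD, n = 2) in the cytosol and 42.2 ± 2.09 CPM (SD, n = 2) at the membrane, against 334 ± 40.1 CPM (SD, n = 2) and 171 ± 17.3 CPM (SD, n = 2) in those labelled GIT1p. Scaling by the totals that the RPKM values imply moved the cytosolic difference most, to 2.76.

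The labels give both promoter strains the same plasmid backbone, pRS415, and the same HISMX6 deletion of SRP72. GIT1 (YCR098C) itself, the gene whose promoter was used, gave 2.98 ± 1.67 CPM (SD, n = 2) in the cytosolic inputs labelled SRP72p and 6.05 ± 0.089 CPM (SD, n = 2) in those labelled GIT1p. In the membrane inputs, where GIT1 was enriched, it gave 16.7 ± 3.62 CPM (SD, n = 2) and 36.9 ± 0.81 CPM (SD, n = 2), and in the HEL2-FTP membrane input 78.6 ± 0.34 RPM (SD, n = 2). Each of these is below the SRP72 level of the same group, by the smallest margin in the last. Marker genes differed between the libraries. LEU2 (YCL018W), the marker of pRS415, gave 1982 ± 67.8 CPM (SD, n = 2) in cytosolic inputs labelled GIT1p and 65.1 ± 6.61 CPM (SD, n = 2) in those labelled SRP72p, a 30.5-fold difference. HIS3 (YOR202W) was 20.3-fold and TRP1 (YDR007W) 39.0-fold higher in the cytosolic inputs labelled SRP72p than in those labelled GIT1p. The markers do not follow the genotypes in the labels, and SRP72 was higher in the libraries labelled with the promoter of GIT1, so every direction between these strains is stated by label and rests on the labels.

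**Figure D1:**
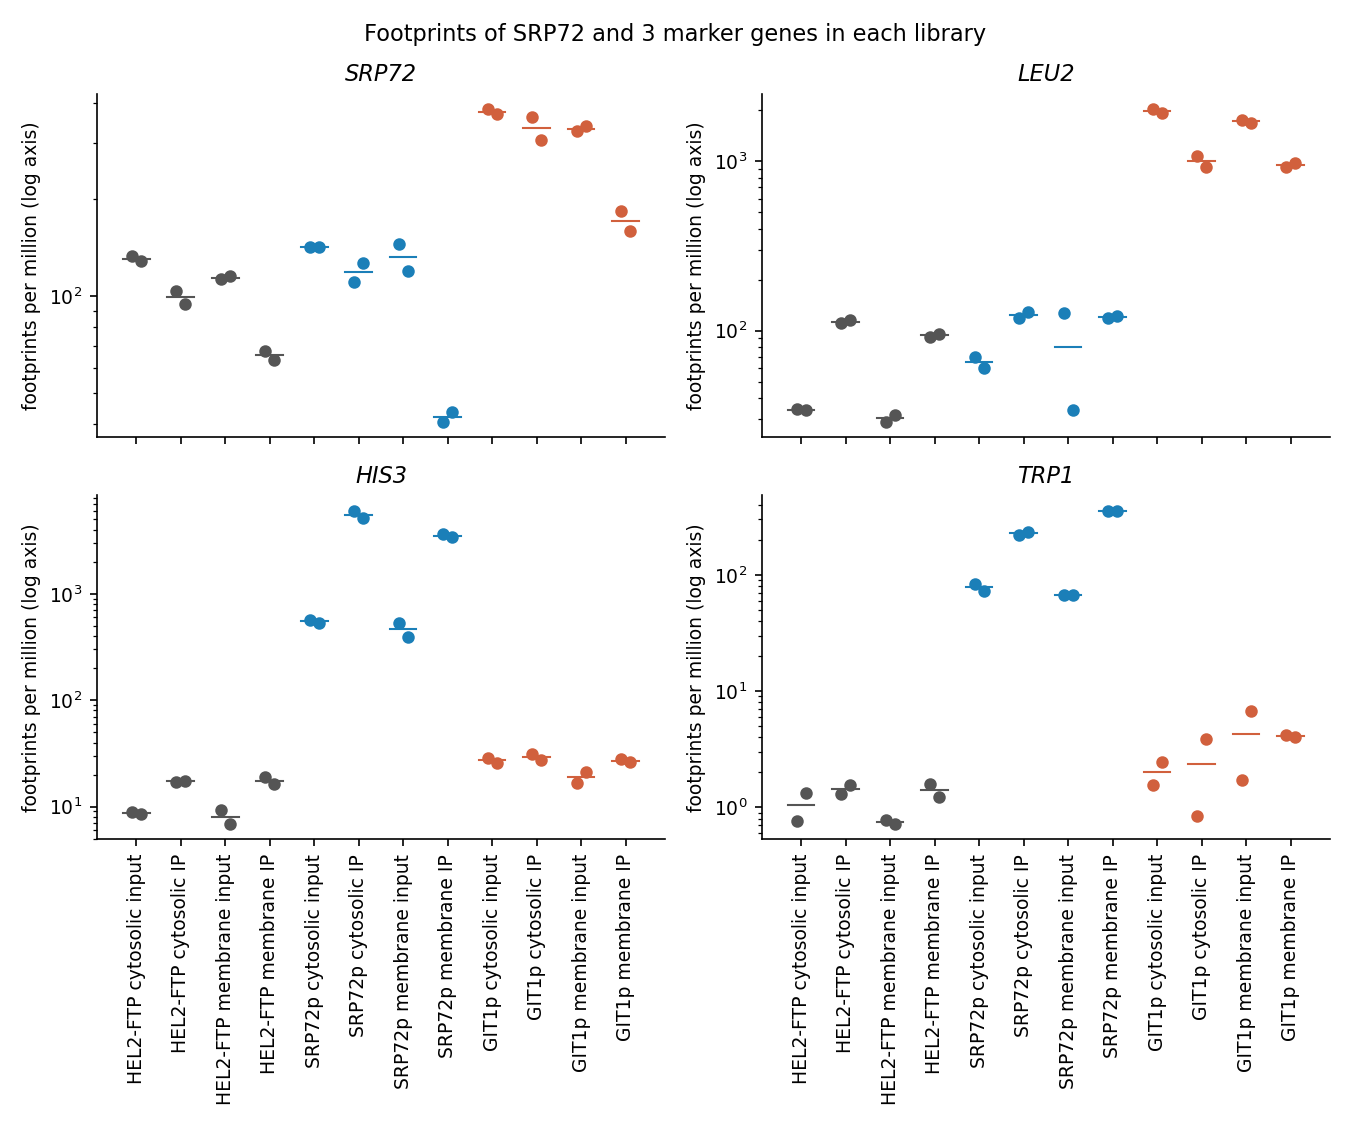
Footprint level (log axes; RPM for HEL2-FTP, CPM for the other strains) of SRP72, LEU2, HIS3 and TRP1 in each of the 24 libraries, with points for replicates and bars for the mean of 2. Libraries labelled GIT1p stand above the others for SRP72 and LEU2, and libraries labelled SRP72p stand above the others for HIS3 and TRP1.

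The first comparison asked which genes the fractionation separates. In the HEL2-FTP inputs, 2997 of 5532 genes differed between membrane and cytosol, 1173 higher and 1824 lower at the membrane. Under a replicate block 3447 genes were called, with r = 0.149 between same-numbered differences. Centring each library on its median, added after seeing the data, gave 5154 calls with 1011 higher and 4143 lower. STT3 (YGL022W), a subunit of oligosaccharyltransferase, had the largest rise among named genes, from 14.2 ± 1.05 RPM (SD, n = 2) to 286 ± 8.47 RPM (SD, n = 2), a log2 difference of 4.29 (limma adjusted p 2.54e-13). Among named genes, AFT1 (YGL071W) fell by 0.68 on the log2 scale (limma adjusted p 2.60e-05). In the inputs labelled SRP72p, 1191 of 5714 genes differed by edgeR, 910 higher and 281 lower at the membrane, and 1215 with a replicate block (r = 0.153). DESeq2 gave 2194 with 884 higher and 1310 lower, and the totals implied by RPKM gave 903 higher and 1 lower, so the number of falls depended on the scaling. The membrane-enriched sets held 866 genes from the HEL2-FTP inputs and 800 from the SRP72p inputs, with 766 in both.

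Inputs labelled GIT1p and SRP72p were compared next, for the effect of the promoter on all footprints. In the cytosol 1476 of 5714 genes differed, 767 higher and 709 lower in the libraries labelled GIT1p, and 1428 with a replicate block (r = 0.102). In the membrane fraction 1044 differed, 684 higher and 360 lower, 1016 with a replicate block (r = -0.554), and 1030 with the numbers crossed. The division between rises and falls followed the scaling. With DESeq2 size factors in edgeR it became 528 higher and 1109 lower in the cytosol and 489 higher and 618 lower at the membrane. By edgeR, INO1 rose by 5.03 on the log2 scale in the cytosol (adjusted p 3.39e-06), from 1.91 ± 0.57 CPM (SD, n = 2) to 73.9 ± 2.70 CPM (SD, n = 2). The largest falls were in mitochondrially encoded reading frames, led by AI3, at 83.9 ± 25.1 CPM (SD, n = 2) in the library pair labelled SRP72p and 0.283 ± 0.14 CPM (SD, n = 2) in that labelled GIT1p (log2 change -8.22, edgeR adjusted p 0.00229). Reads of 28 mitochondrially encoded genes made up 0.437% (95% Wilson interval 0.430% to 0.445%) and 0.279% (0.274% to 0.284%) of the cytosolic inputs labelled SRP72p, and 0.00277% (0.00248% to 0.00310%) and 0.00291% (0.00263% to 0.00322%) of those labelled GIT1p. In the cytosolic IPs the shares were 0.616% and 0.440% under SRP72p and 0.481% and 0.624% under GIT1p, so this fall between labels was not seen there. The membrane inputs labelled SRP72p differed from each other, with 0.815% (0.808% to 0.823%) in replicate 1 and 0.0402% (0.0382% to 0.0424%) in replicate 2. Results that use this group rest on 2 unlike libraries.

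Footprints recovered with Hel2 were then compared with input. In the HEL2-FTP strain 4936 of 5532 genes differed in the cytosol, 2964 higher and 1972 lower in the IP, and 4893 differed at the membrane, 2512 higher and 2381 lower. With a replicate block the numbers were 5007 and 4955, with r = 0.559 in the cytosol and r = 0.398 at the membrane. Centring on library medians gave 2346 higher and 2661 lower in the cytosol. FLO1 (YAR050W) had the largest rise among named genes, from 1.51 ± 0.015 RPM (SD, n = 2) to 133 ± 11.3 RPM (SD, n = 2) in the cytosol, a log2 difference of 6.05 (limma adjusted p 2.24e-13). FLO5 and FLO9 followed it; the 3 flocculin genes are near-identical over long stretches, so their separate values are uncertain. EGO4 (YNR034W-A) fell by 3.01 on the log2 scale in the cytosol and fell by 2.84 at the membrane. HEL2 (YDR266C) itself rose from 100.03 ± 2.79 RPM (SD, n = 2) to 431 ± 10.1 RPM (SD, n = 2) in the cytosol, a log2 difference of 2.10 (limma adjusted p 1.33e-12), and by 2.22 at the membrane (limma adjusted p 1.37e-12).

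In the other strains edgeR called 3925 and 3434 of 5714 genes between IP and input in the cytosolic and membrane libraries labelled SRP72p, and 3970 and 3563 in those labelled GIT1p. Under SRP72p these divided into 2156 higher and 1769 lower in the cytosol and 1551 higher and 1883 lower at the membrane. Under GIT1p they divided into 2072 higher and 1898 lower, and 1439 higher and 2124 lower. With library size alone the divisions under GIT1p were 1683 higher and 2694 lower, and 993 higher and 3201 lower. With DESeq2 size factors in edgeR the last was 1754 higher and 1492 lower. The corresponding numbers with a replicate block were 3895, 3419, 3973 and 3514, with r = 0.137, 0.00857, 0.0683 and -0.105, and crossing the numbers of the membrane IP labelled GIT1p gave 3538. HEL2 changed by -0.36 (edgeR adjusted p 0.0128) and 0.60 (edgeR adjusted p 0.00043) in the cytosolic and membrane libraries labelled SRP72p and by 0.049 (edgeR adjusted p 0.706) and -0.024 (edgeR adjusted p 0.872) in those labelled GIT1p. The largest rises in the libraries labelled GIT1p were in reading frames that were nearly without reads in the inputs. YHR213W was at least 508-fold higher in the cytosolic IP, since its input libraries held 0 and 1 counts; its sequence resembles the flocculin genes, so it is uncertain as well. YIL177W-A was at least 332-fold higher in the membrane IP, with 1 and 0 input counts. YIL177W-A and YJL225W-A had equal values in all 4 of these libraries, as did YLL067W-A and YLL066W-A in the cytosolic ones; reads shared between such copies make their values uncertain. Among falls, RPS10A (YOR293W) fell by 2.72 on the log2 scale in the cytosol under the label SRP72p and fell by 2.56 under GIT1p; its near-identical paralog makes these values uncertain too.

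Of the 8 genes fixed in advance, 7 were called between IP and input in each fraction of the HEL2-FTP strain, whether adjusted over all genes or over the list. Adjusted over all genes and over the list, the numbers were 7 and 7 (cytosol) and 7 and 8 (membrane) under SRP72p, and 6 and 6, and 5 and 5, under GIT1p. Between membrane and cytosolic inputs they were 6 and 6 in HEL2-FTP and 2 and 2 under SRP72p. Between the inputs of the labels they were 2 and 3 in the cytosol and 3 and 4 at the membrane. For the differences of IP/input ratios they were 4 and 4 between HEL2-FTP fractions, and between labels 1 and 1 in the cytosol and 1 and 3 at the membrane. Between IP and input, SEC65 (YML105C) fell by 1.65 (cytosol) and by 1.52 (membrane) on the log2 scale in the HEL2-FTP strain, and by 2.15 and by 1.49 in the libraries labelled SRP72p and by 1.45 and by 1.42 in those labelled GIT1p, with adjusted p from 1.62e-10 to 4.52e-07 by limma or edgeR. SRP14 (YDL092W) fell in the same 6 IP/input comparisons, with log2 changes from -1.74 to -1.10. SRP54 changed by 0.14 (limma adjusted p 0.033) and -0.0016 (limma adjusted p 0.979) in the HEL2-FTP strain. It fell in the other 4 comparisons, with log2 changes of -0.90 (edgeR adjusted p 1.86e-05) and -0.84 (edgeR adjusted p 5.87e-05) in the cytosol and at the membrane under SRP72p, and -1.30 (edgeR adjusted p 3.34e-07) and -0.71 (edgeR adjusted p 0.000275) under GIT1p; the difference from the HEL2-FTP strain was not tested.

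The central question was whether Hel2 was enriched on messages found at the membrane. In the cytosol, the median IP/input change of the membrane-enriched set exceeded that of other genes by 1.05 on the log2 scale in the HEL2-FTP strain (795 set genes against 4737), by 1.59 in libraries labelled SRP72p and by 2.32 in libraries labelled GIT1p (865 against 4849). The same-numbered pairs gave 1.06 and 0.99, 1.53 and 1.70, and 2.33 and 2.25. Limma's camera gave p 0.0812 (adjusted 0.139) for HEL2-FTP, with an estimated inter-gene correlation of 0.11, so that this shift did not pass the threshold. It gave p 0.000246 (adjusted 0.000983) for SRP72p and p 1.96e-06 (adjusted 2.35e-05) for GIT1p. With a replicate block the shifts were 1.05 (p 0.112, r = 0.559), 1.59 (p 0.00121, r = 0.137) and 2.32 (p 1.29e-05, r = 0.0683) by limma's camera. Fixing the correlation at 0.01 moved the p-values of this family most. The HEL2-FTP shift then had p 1.54e-12, where its alternatives ran up to 0.147 (limma's camera). Membrane-bound ribosomes carried into a cytosolic IP would also raise its shift, because the set is lower in cytosolic than in membrane input.

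At the membrane the shifts were -0.0024 in HEL2-FTP, 0.054 under SRP72p and 0.17 under GIT1p. Limma's camera gave p 1.00, 0.88 and 0.618, so none passed the threshold. Camera weighs a set against the spread among other genes, not against the spread between replicates. The pairs gave -0.011 and 0.017, 0.073 and 0.026, and 0.15 and 0.18, so both pairs were above 0 under each promoter label. With a replicate block the shifts were -0.0024 (p 0.991, r = 0.398), 0.048 (p 0.960, r = 0.00857) and 0.17 (p 0.554, r = -0.105) by limma's camera. The last was 0.17 (p 0.615) with crossed numbers, where the pairs gave 0.17 and 0.15 in place of 0.15 and 0.18.

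**Figure D2:**
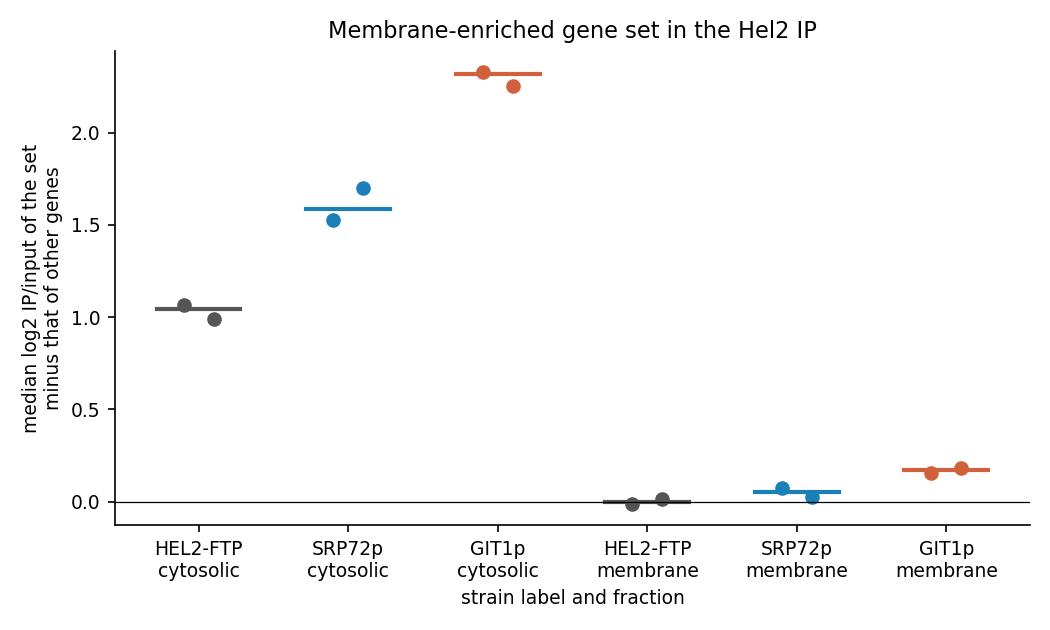
Median log2 IP/input of the membrane-enriched set minus that of other genes (vertical axis), by strain label and fraction; lines are the estimates of the fits and points the 2 same-numbered replicate pairs. The cytosolic values are 1.05, 1.59 and 2.32 and the membrane values are -0.0024, 0.054 and 0.17 for HEL2-FTP, SRP72p and GIT1p.

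Differences between these effects were tested directly. In the HEL2-FTP strain the shift at the membrane was lower than in the cytosol by a log2 difference of -1.01 (limma's camera p 0.00214, adjusted 0.00641), with -1.05 and -0.96 in the pairs and -1.01 with a replicate block (p 0.00663), where same-numbered differences correlated with r = 0.559 in the cytosol and r = 0.398 at the membrane. Between promoter labels, the cytosolic shift was 0.55 higher in the libraries labelled GIT1p (limma's camera p 0.000138, adjusted 0.00083), with 0.67 and 0.43 in the pairs and 0.55 with a replicate block (p 0.000547, r = 0.137 and 0.0683 between IP and input). The membrane shift differed by 0.098 (p 0.151, adjusted 0.227, limma's camera), or 0.11 with a replicate block (p 0.170, r = 0.00857 and -0.105), with 0.069 and 0.17 in the pairs, so both pairs were above 0 while the test did not pass its threshold. The membrane/cytosolic difference of the inputs changed by -0.036 between labels (p 0.222, adjusted 0.296, limma's camera), and by -0.030 with a replicate block (p 0.231, r = 0.153 and -0.026 between fractions); the pairs gave 0.054 and -0.15.

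By gene, 1615 of 5532 IP/input ratios differed between fractions in the HEL2-FTP strain, 183 higher and 1432 lower at the membrane, and 2004 with a replicate block (r = 0.559 and 0.398). Centring on library medians gave 850 higher and 954 lower. DIP5 (YPL265W), an amino acid permease, fell by 2.48 on the log2 scale (limma adjusted p 6.66e-09), and MOG1 (YJR074W) rose by 0.66 (limma adjusted p 0.000259). HXT7 and HXT6 came next among the falls, both at -2.43; their sequences are near-identical, so these are uncertain. Between promoter labels 633 of 5714 ratios differed in the cytosol (478 higher, 155 lower under GIT1p) and 140 at the membrane (61 higher, 79 lower), or 648 and 133 with a replicate block (r = 0.137 and 0.0683 in the cytosol, 0.00857 and -0.105 at the membrane). These divisions also followed the scaling. With library size alone they were 216 higher and 747 lower in the cytosol and 48 higher and 636 lower at the membrane. The largest rises in the cytosol among named genes were mitochondrially encoded, led by AI3 (8.28). AI3 gave 175 CPM and 166.5 CPM in the cytosolic IPs labelled SRP72p and GIT1p, against 83.9 CPM and 0.283 CPM in the inputs. Its rise thus lay in the inputs. SRP72 itself had an IP/input ratio higher by 1.00 under GIT1p at the membrane (SE 0.17, edgeR adjusted p 0.00724) and by 0.40 in the cytosol (edgeR adjusted p 0.128).

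The positions of footprints, given for the HEL2-FTP strain, were used to ask whether Hel2-bound ribosomes sat nearer the start. The log2 ratio of early (codons 6 to 60) to later footprints was higher in IP than in input by a median of 0.35 in the cytosol and 0.40 at the membrane over 4992 genes. By limma 1987 genes changed in the cytosol (1748 higher, 239 lower) and 2080 at the membrane (1906 higher, 174 lower). The increase of the membrane-enriched set exceeded that of other genes by 0.34 in the cytosol (limma's camera p 0.0223, adjusted 0.0535) and by 0.27 at the membrane (limma's camera p 0.0385, adjusted 0.0771), so neither passed after adjustment without a block. The pairs gave 0.34 and 0.37, and 0.29 and 0.26. With a replicate block the estimates were 0.34 (p 0.0184, adjusted 0.0443, r = 0.559) and 0.27 (p 0.0283, adjusted 0.0566, r = 0.398) by limma's camera, so the cytosolic call depended on the block. Extending the window to codon 100 moved the membrane value to 0.23 (p 0.135, the highest over its alternatives, which began at 0.0133, by limma's camera).

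**Figure D3:**
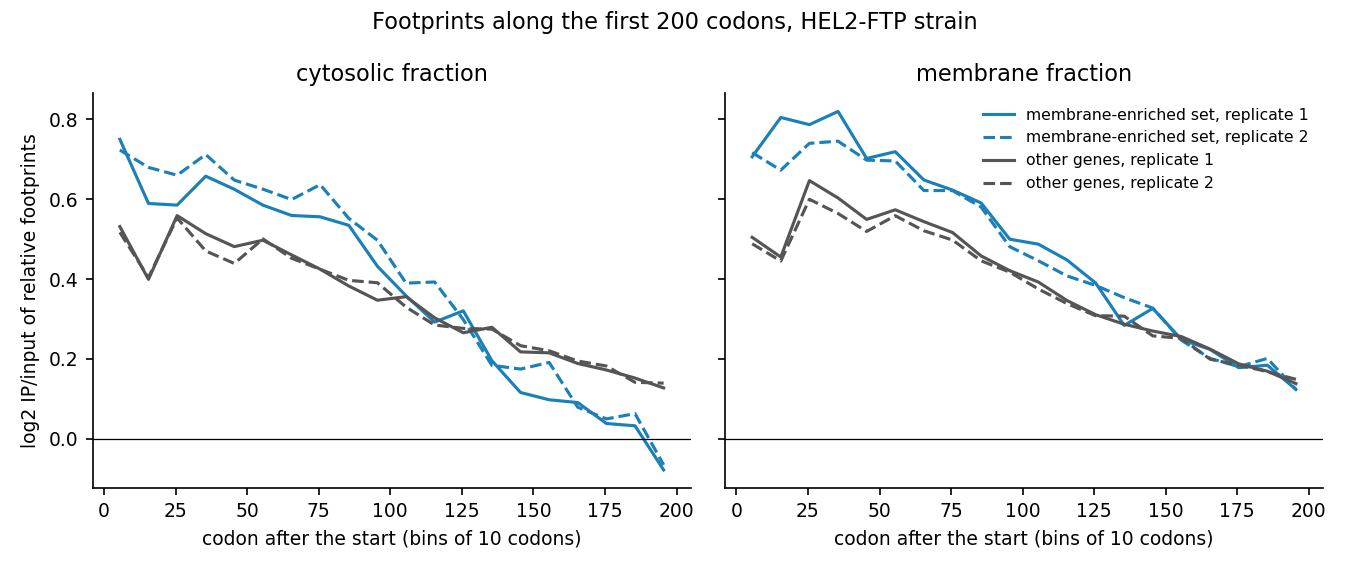
Log2 IP/input of footprints relative to each gene's mean (vertical axis) in bins of 10 codons over the first 200 codons (horizontal axis), for 655 set genes and 3130 other genes of at least 250 codons in the HEL2-FTP strain, with a line per replicate. In the cytosol the set falls from 0.74 in the first bin to -0.072 in the last, and other genes from 0.52 to 0.13.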

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

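The tests of strain labels and of capture through the Hel2 tag were chosen after the results were seen; those of background RNA, library depth, carry-over, and gene length with abundance were set out before their outcome was computed.

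The shift of the membrane-enriched set in the Hel2 IP differed between fractions of the HEL2-FTP strain, by -1.01 on the log2 scale. Both same-numbered pairs showed it. The contrast contains the membrane/cytosolic difference of the inputs, and the set was chosen by that difference in other libraries. The sets from the 2 strains shared 766 genes. Any fraction difference that is weaker in the IPs than in the inputs would therefore give a negative shift. Membrane-bound ribosomes carried into the cytosolic IP would give both IPs the same share of early footprints in the set. That share, relative to other genes, was 1.24 in the cytosolic IP and -0.17 in the membrane IP, a difference of 1.40 against replicate SDs of 0.0091 and 0.028. The inputs differed by 1.33 in the same way, so the cytosolic IP resembled the cytosolic input and a pure carry-over is unlikely; a partial carry-over was not excluded. Against other genes matched in 10 bins of length and 5 of abundance the shift was -0.96. A factor common to all genes of a library cancels in this measure. Fraction and detergent coincided, however, since the membrane libraries were the solubilised ones, so the difference cannot be told apart from an effect of Triton X-100 on the IP. One hypothesis that remains is that Hel2 may be enriched on secretory messages translated away from the membrane.

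The cytosolic set shift also differed between the libraries labelled GIT1p and SRP72p, by 0.55. If background RNA in the SRP72p inputs were the cause, the shift would lie in the inputs. It was 0.69 between the IP libraries alone (limma's camera p 4.22e-05) and 0.12 between the inputs alone (p 0.272). After thinning every library to the smallest total it was 0.58, and against genes matched on length and abundance it was 0.64, so neither depth nor these properties accounted for it. Carry-over of membrane-bound ribosomes into the cytosolic IPs, if larger under GIT1p, would also give this shift. It was not tested in these strains, whose files give no positions, so it stays open. Exchanged or wrong strain labels remain as well: LEU2 was 30.5-fold higher in the inputs labelled GIT1p although both labels give the same plasmid backbone. The difference may follow the SRP72 promoter, but it cannot be told apart from other differences between these strains. Its direction holds by label only, and SRP72 footprints were higher, not lower, where the shift was larger.

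The numbers of genes whose IP/input ratio differed were 1615 between fractions of the HEL2-FTP strain, 633 between promoter labels in the cytosol and 140 at the membrane, each from a test of the difference itself. They depend on the scaling. Under library size alone the cytosolic number was 963, and with the totals implied by the RPKM values it was 198; at the membrane these were 684 and 66. The division between higher and lower changed sides, from 478 and 155 to 216 and 747 in the cytosol. With a mean of at least 50 counts, or without a filter, lower calls outnumbered higher ones there as well. The direction of single genes between labels could therefore reflect scaling or the filter. Under library size alone 367 of the 633 calls and 119 of the 140 recurred with their direction. No biological explanation of single genes was tested.

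HEL2 rose in the cytosolic IP of the HEL2-FTP strain by 2.10 on the log2 scale in both replicates, while it fell in both same-numbered pairs of the libraries labelled SRP72p (-0.36); the difference between strains was not tested, because the strains were deposited in different units. Capture of nascent Hel2 through its tag was examined along the gene. Log2 IP/input was 2.49 in the first 10% of HEL2 codons and 2.34 in the last 10%, a difference of -0.15. A flat profile does not speak against capture through a tag at the start, which would be exposed at most positions. A tag at the end would be exposed at none of those compared, so capture through it would give no rise there. The values of 2.49 and 2.34 thus argue against capture of nascent Hel2 through an end tag. Which end carries the tag was not examined. By the labels every strain carries the tag, so capture would raise HEL2 in each IP; between IP and input it changed by 0.60 at the membrane under SRP72p and by 0.049 and -0.024 under GIT1p. If the labels hold, capture through the tag alone leaves the difference between strains unexplained. A difference in the tag or strain other than the one in the labels could account for it, and was not tested.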

How the results depend on the processing

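The 13 gene numbers were recomputed under the scalings, filters, pseudocounts and fits that applied to their files. The SRP72 differences were recomputed under other scalings, DESeq2 and the replicate block. Set shifts were recomputed with other filters, sets, camera correlations and a replicate block, and those of HEL2-FTP also with other pseudocounts. Early-codon shifts were recomputed with other windows, filters and pseudocounts and a replicate block. No set shift was recomputed under another scaling or DESeq2. Among results that answer a comparison, alternatives other than leaving out a library left 152 values with their direction and side of the threshold or, for gene numbers, within 1.5 times; 15 numbers moved further, 4 shifts near 0 changed sign, 2 passed the threshold and 1 no longer did. For set shifts this threshold is an unadjusted camera p of 0.05, while the early-codon shift at the membrane did not pass once adjusted over the 12 tests (0.0771). Among named genes 211 values were the same and 4 became weaker. The cause was not tested for any change below.

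Scaling moved the gene numbers of the promoter strains most often. For membrane against cytosolic input labelled SRP72p, DESeq2 size factors in edgeR gave 2072 genes (867 higher, 1205 lower), DESeq2 2194 and a fit of these libraries alone 682 (671 higher, 11 lower). Library size alone gave 963 interaction genes in the cytosol and 684 at the membrane. Library totals implied by the RPKM values, chosen after seeing the data, gave 5090 genes between the cytosolic inputs of the 2 labels (5003 higher, 87 lower), where the median change of all genes moved from 0.010 to 1.57; 2370 (1718 higher, 652 lower) and 1748 between IP and input labelled SRP72p in cytosol and membrane; and 198 (57 higher, 141 lower) and 66 (50 higher, 16 lower) interaction genes. Changes of single genes are therefore relative to that median. The membrane interaction also gave 217 genes with a mean of at least 50 counts (68 higher, 149 lower), 389 with DESeq2 (287 higher, 102 lower) and 62 in a fit of its own libraries (44 higher, 18 lower), and with DESeq2 size factors in edgeR it divided into 110 and 61, against 61 and 79. That kind of fit gave 511 genes between the membrane inputs of the labels (276 higher, 235 lower). For IP against input labelled GIT1p, library size alone gave 1683 higher and 2694 lower in the cytosol and 993 and 3201 at the membrane, DESeq2 gave 1805 and 1527 at the membrane, and the RPKM totals gave 943 and 2737 in the cytosol and 460 and 3122 at the membrane, against 2072 and 1898, and 1439 and 2124. Between the inputs of the labels, DESeq2 gave 588 higher and 1243 lower in the cytosol and 553 and 718 at the membrane, against 767 and 709, and 684 and 360. Library size alone gave 1288 and 380 in the cytosol, and the RPKM totals gave 962 and 78 at the membrane. With a mean of at least 50 counts the cytosolic interaction divided into 300 higher and 642 lower, and without a filter into 291 and 522, against 478 and 155. Centring HEL2-FTP libraries on their medians, also added later, gave 5154 genes between input fractions and moved the median change from -0.13 to -0.41; for cytosolic IP against input it gave 2346 higher and 2661 lower.

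The set defined by a log2 change of at least 2 reversed the membrane shift labelled SRP72p to -0.0065 and the change of input fractions between labels to 0.015. The membrane shift of HEL2-FTP reversed to 0.0060 with a mean of at least 50 approximate reads (RPM divided by the estimated worth of 1 read, used only as a filter) and to 0.0012 with the larger pseudocount; all 4 stayed near 0. A correlation of 0.01 in camera brought 2 shifts past the threshold, 1.05 in the HEL2-FTP cytosol (p 1.54e-12, where the 7 alternatives reached up to 0.147) and 0.098 between labels at the membrane (p 0.0306, up to 0.226). The early window to codon 100 gave 0.23 at the membrane (p 0.135, from 0.0133 to 0.135 over its alternatives). By unadjusted p and by gene numbers, all 27 results stayed the same under the replicate block; adjusted over the 12 tests, the cytosolic early-codon shift went from 0.0535 to 0.0443 under the block and so passed, and the other 11 stayed on their side. With the replicate block the SRP72 differences were 1.20 and 1.26.

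Leaving out each library in turn, called genes keeping their direction numbered 1189 to 1191 for input fractions labelled SRP72p, 1475 to 1476 and 1039 to 1044 between the inputs of the labels, 3432 to 3434 for the membrane IP labelled SRP72p, 3969 to 3970 and 3546 to 3563 for the cytosolic and membrane IP labelled GIT1p and 139 to 140 for the membrane interaction. All calls of the other 6 comparisons kept their direction. This direction can hardly change when the other library of a pair was part of the call, so it shows little about stability. By contrast, 12 set-shift and early-codon values moved by more than the SD between pairs. Set shifts ranged from 0.95 to 1.12 (HEL2-FTP cytosol), -0.010 to 0.018 (its membrane), -1.08 to -0.93 (their difference), 1.54 to 1.71 and -0.010 to 0.067 (SRP72p cytosol and membrane), 2.29 to 2.35 and 0.16 to 0.18 (GIT1p), 0.42 to 0.65 and 0.073 to 0.13 (between labels), and -0.17 to 0.023 (input fractions between labels). Early-codon differences ranged from 0.31 to 0.39 and from 0.26 to 0.30, and the SRP72 differences from 1.14 to 1.24 and from 1.12 to 1.42.

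For the HEL2-FTP strain, alternatives that test counts (other size factors, DESeq2) were not run, nor was a set chosen by hydropathy. Depth limits the genes near 3 counts in an input, whose folds are lower bounds.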

Other observations

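All tests in this part were chosen after the patterns were seen.

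LEU2 and HIS3 gave footprints in the HEL2-FTP strain, whose label lists both as mutant. In each of its 8 libraries at least 96.9% of the footprints of either gene lay in the first 50 percent of the coding sequence, against 46.3% to 53.8% for URA3. In the first cytosolic input 95% of LEU2 footprints were reached by codon 84 of 365 and those of HIS3 by codon 77 of 221. Translation ending early on frameshifted alleles is a candidate explanation. A deletion of the rest of either gene would give nearly the same picture, but would leave no footprints there. LEU2 had 97.0% to 99.7% in the first 50 percent over the 8 libraries. The few footprints beyond it argue against a deletion of the rest of LEU2, though misassigned reads were not tested. HIS3 had 100% in each input and 96.9% to 98.6% in the IPs. The few IP footprints beyond the first 50 percent speak against a deletion of the rest of HIS3 in the same way. The inputs held none there, so this rests on the IPs alone and a deletion of HIS3 is not excluded. LEU2 was 3.31-fold higher in the cytosolic IP than in input. No biological explanation from the groups was tested.

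Marker genes separated the promoter strains by more than depth allows: after thinning every library to 2015928 counts, the lowest fold between strains over LEU2, HIS3 and TRP1 in the cytosolic inputs was 20.6. HIS3 was also 10.1-fold higher in IP than in input in the cytosol and 7.62-fold at the membrane under the label SRP72p, while it was 27.2 CPM in cytosolic input and 29.1 CPM in cytosolic IP under the label GIT1p. The promoter strains may therefore differ in plasmid or marker allele in a way their labels do not give.

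Replicate 1 of the membrane input labelled SRP72p held 0.815% mitochondrially encoded reads and replicate 2 held 0.0402%. A mixture with a Hel2 IP library of the same strain and fraction would imply similar IP shares from different genes. HIS3 implied 4.55% and COX1 implied 213%, which is impossible, so such a mixture is unlikely to be the source. The membrane input labelled GIT1p varied as well, with 0.00363% and 0.125%, while its IP libraries held 0.944% and 0.742%. Loss of mitochondrial ribosomes in part of the preparations was not tested.

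Footprints in the 15 codons after the stop, over 2705 transcripts with that much sequence on both sides, amounted to 0.771% and 0.799% of coding footprints in the cytosolic inputs and 0.393% and 0.414% in the cytosolic IPs of the HEL2-FTP strain. At the membrane they were 0.764% and 0.778% in input and 0.371% and 0.386% in the IPs. In the 15 codons before the start the range over all 8 libraries was 0.171% to 0.220%. If a read is spread over the positions it covers, as assumed above, ribosomes at the stop codon also add to the window after it. The lower share in the IPs therefore need not reflect ribosomes beyond the stop.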
